A study of Mus musculus with 6 samples.

How the data were processed

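The samples were 6 cultures of mouse fetal liver macrophages, 3 from wild-type fetuses and 3 from fetuses deficient in Ahrr, the gene of the aryl hydrocarbon receptor repressor. Per the labels' protocols, cells taken at embryonic day 13.5 were grown for 5 weeks in medium with 2% GM-CSF, a growth factor that maintains macrophages, and the non-adherent cells were harvested. Libraries were made from 100 ng of RNA with a TruSeq RNA kit and read as single 75 bp reads, and the molecule is given as polyA RNA, per the labels' protocols. Groups and replicate numbers were taken from the sample titles. The strand used in counting, the aligner, the counting program, the genome build and the annotation are not stated in the labels or the file headers.

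The authors deposited raw read counts per gene for each library, in a table of 53465 genes or features without gene identifiers. The authors also deposited a normalized signal per gene for the same libraries, with gene identifiers, for 16111 genes. Each normalized signal in the deposited table was a whole multiple of the value of 1 read in its library, which held for 100% of the values. The reads recovered in this way were equal to the raw counts of the 16111 features with a total of at least 10 counts over the 6 libraries, so the identifiers of the deposited table could be joined to the raw counts. The size factors in the deposited signal were equal to median-of-ratios factors recomputed from the raw counts. The remaining features, without an identifier, held between 0.0232% and 0.0511% of the counts of a library and entered the library totals.

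Gene identifiers were matched to GENCODE mouse release 21 on the GRCm38 build, of which 16094 of 16111 were found by stable identifier and 14479 with the same version. Coordinates are those of that annotation, matched here, and the build used by the authors is not stated. Counts for genes with an exonic overlap on the opposite strand are uncertain, since the use of strand in counting is not stated. The same holds for genes with near-identical copies.

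Total counts per library ranged from 3556106 to 41668336, an 11.72-fold range. A share of 3 counts, taken as the floor of detection, was 0.072 counts per 1000000 counts (CPM) in the deepest library and 0.844 CPM in the shallowest. Reads carry no molecular identifiers, so floors and intervals cover counting error only. Replicate libraries were checked for duplicated deposits with a chi-square test over genes with at least 20 counts. The statistic per degree of freedom was between 5.79 and 175.07 in the 6 replicate pairs, so no pair was a duplicated deposit. Each library was counted as a separate replicate. The check cannot show whether the replicates of a group came from separate fetuses or cultures.

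Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter and genotype as the only term. Two-sided p-values were adjusted by the Benjamini-Hochberg method over 11408 tested genes, with a threshold of 0.05. TMM factors lay between 0.904 and 1.04 and the biological coefficient of variation was 13.0%. Standard errors of log2 fold changes were taken from the fold change and the test's F statistic. CPM values are counts divided by the library total. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, two-sided, adjusted over 11 sets. The share of variance explained by genotype was tested with an exact permutation test over the 10 splits of 6 libraries into 3 and 3. Genes within 10 Mb of Ahrr were compared with other tested genes by Fisher's exact test, two-sided. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

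The grouping, the tests, the gene sets, the rule for naming genes and most processing alternatives were fixed before the data were examined. Named genes are the 6 with the largest rise and the 6 with the largest fall among genes past the threshold with a mean of at least 50 counts and no overlap between the groups in CPM, for which 1892 genes were eligible. Ahrr, Ahr, Arnt and the listed targets of the receptor past the threshold were also named. Any other gene named below was chosen after its values were seen.

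The alternatives fixed at that point were median-of-ratios (RLE) and upper-quartile scaling, no filter on low counts, a mean of at least 50 counts, DESeq2 1.42.0, limma-voom, the replicate number as a block, and each library left out in turn. Replicate numbers 1 to 3 occur in both groups in the titles, which is where the pairing of that block comes from. Fixed for single families of results were camera with the correlation estimated per set, the rotation test fry, a prior count of 0.5, the 500 most variable genes and windows of 5 and 20 Mb. Alternatives added after seeing the data were thinning of all libraries to the smallest total, thinning of all libraries by the common factor 0.236, offsets for GC content (a lowess trend per library with a span of 0.3), these offsets with the block, camera on the counts, and removal of genes far higher in wild-type replicate 2. Each thinning was drawn once, with a fixed seed.

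The procedure was tested on simulated data, with counts drawn for 11301 tested genes from the means and totals of the real libraries. Of 198 genes with a simulated change, 93.4% were called, with 86.7% of those changed 2-fold and 100% of those changed 4-fold. There were 15 false calls, 7.5% of the calls. In a separate simulation 1 of 11 sets was shifted, and 1 set was called. Genes were drawn independently of each other there. It therefore does not show how often sets of correlated genes are called falsely.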

Results

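The transcriptomes of cultured fetal liver macrophages were compared between wild-type and Ahrr-deficient mice, with 3 libraries in each group. Ahrr encodes a repressor of the aryl hydrocarbon receptor (AhR), a ligand-activated transcription factor, and the comparison addresses which transcripts differ when the repressor is missing. The wild-type libraries held 21939809, 6300421 and 7137414 counts for replicates 1, 2 and 3. The Ahrr-deficient libraries held 3556106, 41668336 and 9888711 counts. Precision for genes with few counts was therefore lowest in Ahrr-deficient replicate 1. A chitinase-like gene, Chil3, took 3.56% to 3.69% of the counts of wild-type replicates 3 and 1 and 3.26% to 3.53% of those of the Ahrr-deficient libraries. In wild-type replicate 2 the largest share belonged to the ribosomal RNA gene CT010467.1, with 5.28% of the counts (95% Wilson interval 5.26% to 5.30%), against at most 0.0679% in the other libraries.

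Fetal sex is not given in the labels. The summed level of 4 Y-linked genes lay between 254 and 409 CPM in the 6 libraries, and Xist did not exceed 0.684 CPM in any of them.

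The targeted gene was examined first. Ahrr (ENSMUSG00000021575.16) lies on chromosome 13 from 74211118 to 74292331 on the minus strand (GRCm38) and is protein-coding. It had 101, 27 and 38 counts in wild-type replicates 1, 2 and 3, or 4.60, 4.29 and 5.32 CPM. In the Ahrr-deficient replicates it had 8, 107 and 12 counts, or 2.25, 2.57 and 1.21 CPM. The mean was 4.74 ± 0.53 CPM (SD, n = 3) in wild-type and 2.01 ± 0.71 CPM (SD, n = 3) in Ahrr-deficient cells. The log2 fold change was -1.21 (SE 0.26), with an edgeR adjusted p of 0.0151, and the groups did not overlap. Reads assigned to Ahrr therefore remained in all 3 Ahrr-deficient libraries. Thinning all libraries to the smallest total gave a log2 fold change of -0.74 with an edgeR adjusted p of 0.301, and the fit without Ahrr-deficient replicate 2 moved it about as far the other way, to -1.69.

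Across the transcriptome, the first principal component held 55.5% of the variance of log2 CPM and separated the genotypes. The second held 20.4% and separated Ahrr-deficient replicate 1 from the other 5 libraries. Genotype explained 52.3% of the total variance. This was the largest share among the 10 splits of the 6 libraries into 3 and 3, with an exact permutation p of 0.1, the smallest that this design can give. Without a filter on low counts the share was 31.3%. Pearson correlations of log2 CPM across genes were between 0.981 and 0.992 within wild-type, between 0.974 and 0.992 within Ahrr-deficient, and between 0.954 and 0.974 for the 9 pairs of libraries of different genotype. Genes are not independent replicates, so these correlations carry no test.

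**Figure D1:**
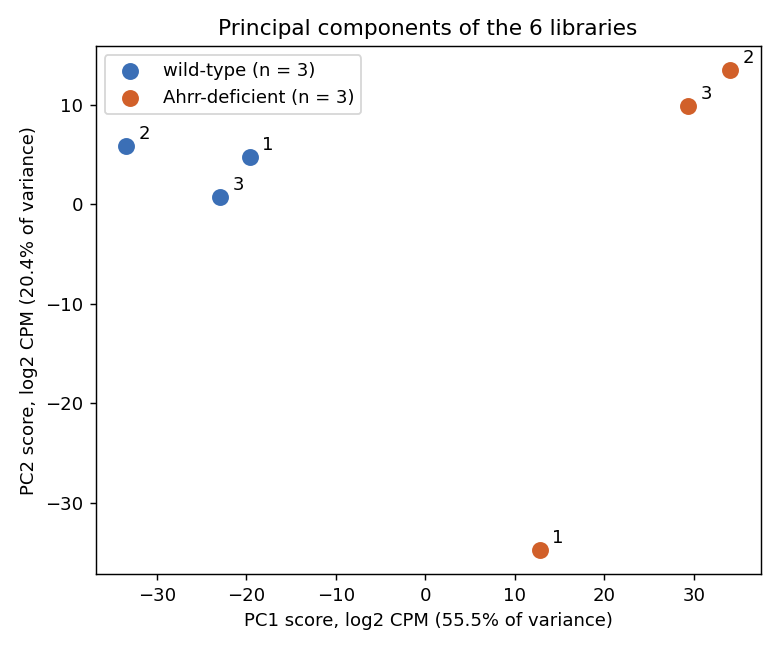
Scores of the 6 libraries on the first and second principal components of log2 CPM, with blue points for wild-type and orange points for Ahrr-deficient and the replicate number beside each point. Wild-type libraries lie at -33.46 to -19.65 on the first component and Ahrr-deficient libraries at 12.76 to 34.05, and Ahrr-deficient replicate 1 lies apart at -34.80 on the second component.

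Of 11408 tested genes, 2232 (19.6%) differed between the genotypes at an edgeR adjusted p under 0.05, of which 1097 were higher and 1135 lower in Ahrr-deficient cells. At an unadjusted p under 0.05 there were 4087 genes. A change of at least 2-fold was found for 515 of the 2232 genes, with 218 higher and 297 lower. The 3 libraries of one genotype lay entirely above those of the other for 2066 (92.6%) of the 2232 genes and for 36.6% of all tested genes, against 10% by chance. The count moved most when a library was left out, to 694 genes without wild-type replicate 1 and to 3857 genes without Ahrr-deficient replicate 1. Across tested genes the log2 fold change correlated with GC content (Spearman -0.28) and with transcript length (Spearman 0.13). With offsets for GC content 2021 genes were called, of which 1637 were among the 2232.

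**Figure D2:**
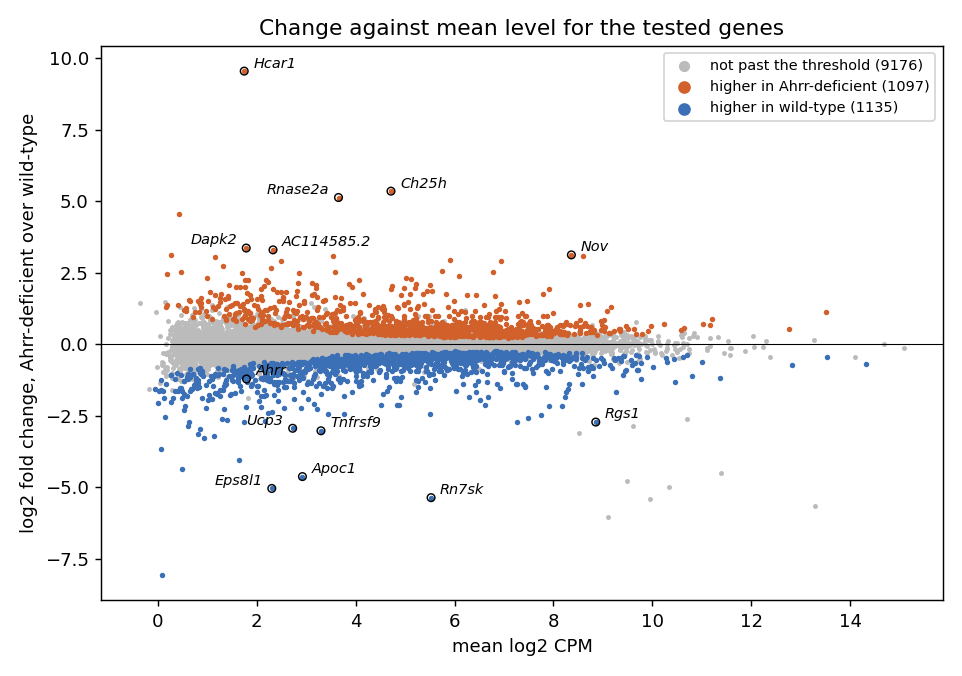
Log2 fold change of Ahrr-deficient over wild-type against mean log2 CPM for the 11408 tested genes, with 1097 genes higher in Ahrr-deficient cells in orange, 1135 higher in wild-type in blue and the rest in grey. Circled genes are Ahrr and the 12 with the largest changes under the naming rule; Hcar1 had 0 counts in wild-type, so its height depends on the prior of the fit.

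The largest rise among the named genes was that of Hcar1 (ENSMUSG00000049241.5, chromosome 5, 123876736 to 123880020), which encodes a lactate receptor. It had 0 counts in each wild-type library and 14, 240 and 82 counts in Ahrr-deficient replicates 1, 2 and 3. Its Ahrr-deficient mean of 6.00 ± 2.19 CPM (SD, n = 3) was at least 17.4-fold higher than the floor of 3 counts in the wild-type libraries (edgeR adjusted p 0.00145). Ch25h (ENSMUSG00000050370.4, chromosome 19, 34473778 to 34475164), which encodes cholesterol 25-hydroxylase, rose from 1.02 ± 0.75 to 47.7 ± 37.9 CPM (SD, n = 3), a log2 fold change of 5.35 (SE 0.74, edgeR adjusted p 0.00329). Its values in the Ahrr-deficient libraries were 10.7, 86.3 and 46.2 CPM, and an exon of Gm26902 overlaps it on the opposite strand. Rnase2a (ENSMUSG00000047222.7, chromosome 14, 51255262 to 51256112) rose from 0.503 ± 0.354 to 22.4 ± 12.6 CPM (SD, n = 3). Its log2 fold change was 5.13 (SE 0.55, edgeR adjusted p 0.00142), and this value is uncertain because Rnase2a belongs to a family of similar ribonuclease genes.

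Smaller rises under the same rule were those of Dapk2, AC114585.2 and Nov. Dapk2 (ENSMUSG00000032380.8, chromosome 9, 66158223 to 66272242) rose by a log2 fold change of 3.36 (SE 0.35, edgeR adjusted p 0.00127), from 0.484 to 5.34 CPM. The long intergenic RNA AC114585.2 (ENSMUSG00000115762.1, chromosome 14, 103463919 to 103512619) rose by 3.30 (SE 0.64, edgeR adjusted p 0.00964) on the log2 scale. Nov (ENSMUSG00000037362.8, chromosome 15, 54745702 to 54754039) rose by 3.12 (SE 0.64, edgeR adjusted p 0.0128) on the log2 scale. Nov varied widely within both groups, with 131, 16.98 and 49.2 CPM in wild-type and 260, 773 and 787 CPM in Ahrr-deficient replicates 1, 2 and 3. For all 6 raised genes the lowest Ahrr-deficient value was that of replicate 1.

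The largest fall among the named genes was that of Rn7sk (ENSMUSG00000065037.1, chromosome 9, 78175303 to 78175633), the gene of the non-coding 7SK RNA, with a log2 fold change of -5.36 (SE 1.53, edgeR adjusted p 0.0393). It rested on wild-type replicate 2, which had 241 CPM against 9.25 and 7.29 CPM in wild-type replicates 1 and 3. Without that library the log2 fold change was -1.90. Eps8l1 (ENSMUSG00000006154.13, chromosome 7, 4460674 to 4480487) fell from 10.1 ± 4.1 to 0.239 ± 0.212 CPM (SD, n = 3), a log2 fold change of -5.04 (SE 0.42, edgeR adjusted p 6.59e-04), and overlaps an exon of Gm15494 on the opposite strand. Apoc1 (ENSMUSG00000040564.14, chromosome 7, 19689481 to 19692660), which encodes an apolipoprotein, fell from 14.4 ± 1.7 to 0.701 ± 0.146 CPM (SD, n = 3), a log2 fold change of -4.62 (SE 0.24, edgeR adjusted p 1.44e-04).

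Tnfrsf9 (ENSMUSG00000028965.13, chromosome 4, 150914562 to 150946102) fell from 17.3 to 2.58 CPM, with a log2 fold change of -3.02 (SE 0.54, edgeR adjusted p 0.00736). Ucp3 (ENSMUSG00000032942.14, chromosome 7, 100472990 to 100486432) fell from 11.2 to 1.92 CPM, with a log2 fold change of -2.93 (SE 0.26, edgeR adjusted p 6.59e-04). Rgs1 (ENSMUSG00000026358.13, chromosome 1, 144242296 to 144249242), a regulator of G-protein signalling, fell from 780 ± 140 to 126 ± 69 CPM (SD, n = 3). Its log2 fold change was -2.72 (SE 0.36, edgeR adjusted p 0.00286).

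Targets of AhR were compared because Ahrr encodes its repressor. Of 21 listed genes of the AhR battery, 16 were in the table and 11 had enough counts to be tested. Of these, 4 passed the threshold adjusted over all tested genes, and 4 passed when adjusted over the list alone. They were Ahrr itself, Ahr, Slc7a5 and Tiparp, and they did not share a direction. Nqo1, Aldh3a1, Ido1, Ido2 and Serpinb2 had too few counts to be tested, with group means of at most 0.761 CPM. The tested genes are thus a part of the battery, and include the receptor gene Ahr and its partner Arnt. The lack of a shared direction therefore does not settle whether AhR activity changed. Ahr (ENSMUSG00000019256.17, chromosome 12, 35497974 to 35535038), the gene of the receptor, rose from 5.41 ± 2.05 to 22.7 ± 11.2 CPM (SD, n = 3), a log2 fold change of 2.00 (SE 0.35, edgeR adjusted p 0.00709). Gm48236 overlaps it on the opposite strand. Slc7a5 (ENSMUSG00000040010.10, chromosome 8, 121881150 to 121907694), an amino acid transporter gene, rose from 12.7 ± 5.3 to 106 ± 78 CPM (SD, n = 3). Its log2 fold change was 2.95 (SE 0.57, edgeR adjusted p 0.00979), and its value in Ahrr-deficient replicate 1 was 24.2 CPM. Tiparp (ENSMUSG00000034640.9, chromosome 3, 65528410 to 65555518) fell from 94.6 ± 5.7 to 72.5 ± 10.9 CPM (SD, n = 3), a log2 fold change of -0.46 (SE 0.12, edgeR adjusted p 0.0288). An exon of 4931440P22Rik overlaps it on the opposite strand. Its call was lost in 3 of the 6 fits that each left out 1 library. Arnt (ENSMUSG00000015522.18, chromosome 3, 95434388 to 95497240), which encodes the partner of AhR, had a log2 fold change of -0.05 (SE 0.09, edgeR adjusted p 0.736). As a set, the 11 genes did not differ from other genes (camera adjusted p 0.594). The set holds Ahrr, the targeted gene, and the genes of the receptor and its partner, so this result says little about the targets alone. Ahrr was absent from the set only in the alternatives whose filter removed it. The set then leaned higher instead of lower, and was not past the threshold. The camera adjusted p was 0.817 with thinning by a common factor and 0.954 with a mean of at least 50 counts. These alternatives tested fewer genes, so they do not show the effect of leaving out Ahrr alone.

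**Figure D3:**
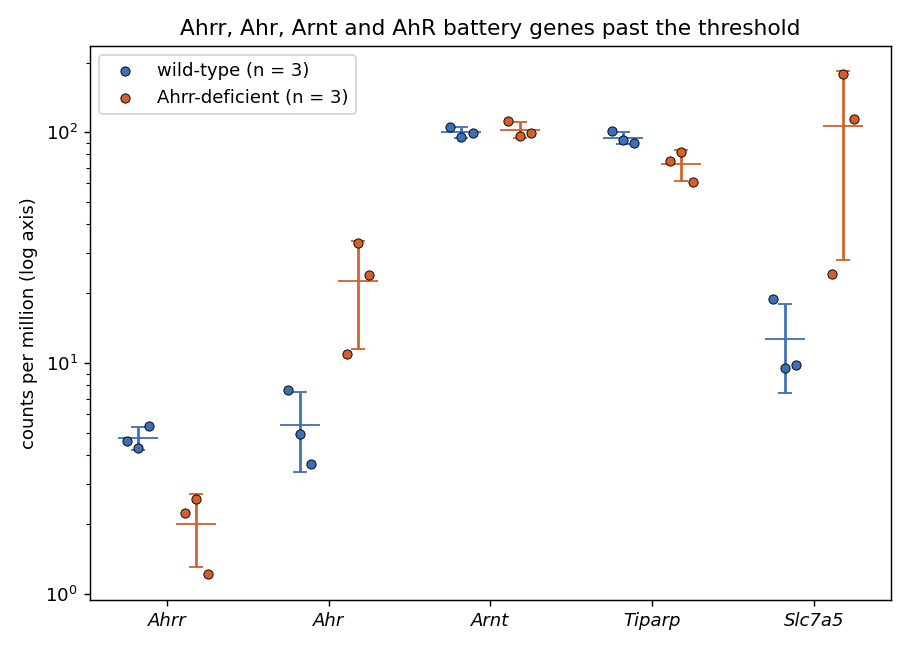
CPM on a log axis for Ahrr, Ahr, Arnt, Tiparp and Slc7a5, with 1 point per library, the group mean as a horizontal line and the SD as error bars (n = 3 per group). Ahr and Slc7a5 are higher and Ahrr and Tiparp lower in all 3 Ahrr-deficient libraries than in any wild-type library, while the groups overlap for Arnt.

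Genes close to Ahrr were compared with the rest of the genome, because a targeted allele can carry flanking sequence of another strain. Within 10 Mb of Ahrr 18 of 77 tested genes were past the threshold, against 2212 of 11321 other genes with a position. The odds ratio was 1.26 (95% interval 0.70 to 2.17, Fisher's exact test p 0.388). It was 2.22 in the fit without wild-type replicate 3, the alternative that moved it most.

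Of the 11 gene sets, 4 were past the threshold. Sets share members, so the tests are not independent. The set for lipid uptake, storage and efflux was lower in Ahrr-deficient cells (camera adjusted p 1.64e-04). The mean log2 fold change of its 27 tested genes was -0.73 (SD 1.15), with 21 genes lower and 6 higher. On their own 18 genes were past the threshold, 14 of them lower and 4 higher. The type I interferon response was lower (camera adjusted p 0.00136), with a mean log2 fold change of -0.55 (SD 0.70) over 33 genes, 27 of them lower. Proliferation genes were higher (camera adjusted p 0.00136), with a mean log2 fold change of 0.47 (SD 0.48) over 44 genes, 39 of them higher. Cholesterol synthesis was higher (camera adjusted p 0.0139), with a mean log2 fold change of 0.33 (SD 0.54) over 31 genes, 24 of them higher. The largest rises in that set were those of the fatty acid genes Elovl6, Scd1 and Acaca, and its 25 sterol genes alone gave a camera p of 0.0992 (0.132 adjusted over 4 lists) in an unplanned test.

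The other 7 sets were not past the threshold. Their camera adjusted p-values were 0.131 for the NF-kB inflammatory response, 0.131 for MHC class II and costimulation, 0.150 for alveolar macrophage identity, 0.167 for oxidative phosphorylation, 0.571 for the NRF2 antioxidant response, 0.594 for the AhR battery and 0.910 for glycolysis and hypoxia. The alveolar macrophage set had 13 genes higher and 5 lower past the threshold on their own. The choice of set test moved these results most: with the inter-gene correlation estimated for each set, 0 of 11 sets were past the threshold, at unadjusted p-values of 0.0584 for the lipid set, 0.170 for cholesterol synthesis, 0.201 for the interferon response and 0.446 for proliferation. Splits of the libraries that mixed the genotypes also gave sets past the threshold under the planned test, up to 5 sets in a single split.

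**Figure D4:**
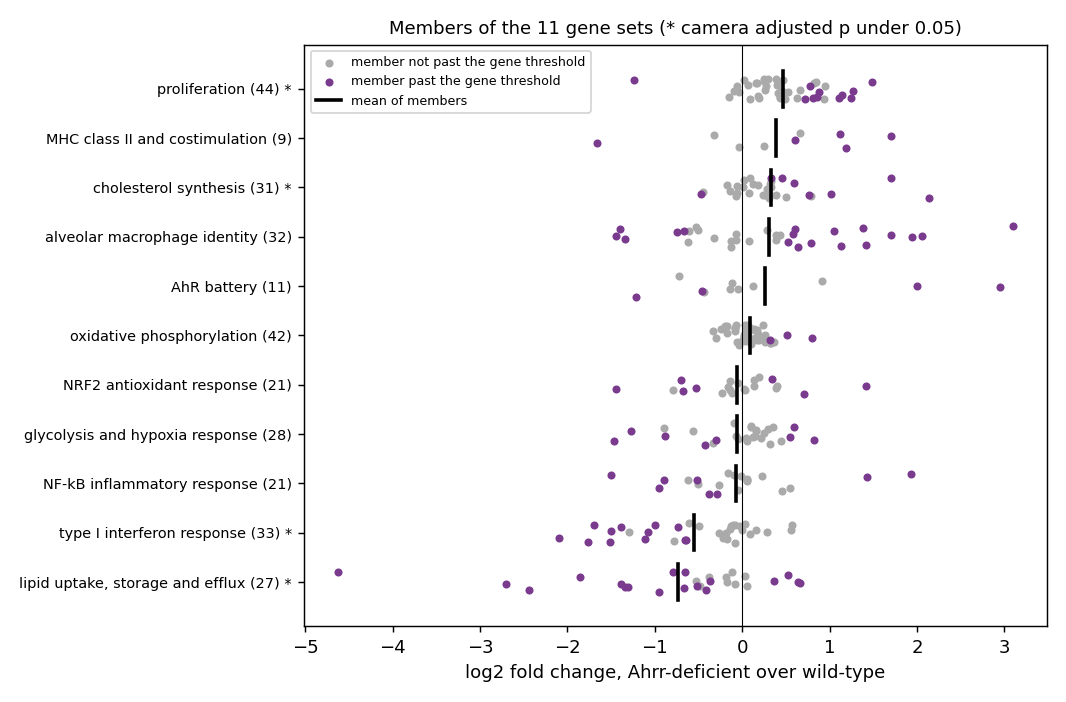
Log2 fold change of Ahrr-deficient over wild-type for the tested members of 11 gene sets, with the number of members in brackets, purple points for members past the threshold on their own and a black line at the mean. Asterisks mark the 4 sets with a camera adjusted p under 0.05; means run from -0.73 for lipid uptake, storage and efflux to 0.47 for proliferation.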

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

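In this part, thinning, the GC offsets, camera on the counts and the removal of genes were chosen after the data were seen; the other alternatives were planned. Of 683 values recomputed under 27 alternatives, 601 kept their direction and side of the threshold or stayed within the stated bounds. In every setting, each called gene shared with the 2232 genes of the reported result had the same sign. The cause was not tested for the changes below unless a value is given.

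RLE factors gave 2220 genes past the threshold, 2210 of them shared, upper-quartile factors 2234 with 2068 shared, DESeq2 1936 with 1758 shared, and limma-voom 2749 with 2221 shared. Among called genes 49.1% were higher in Ahrr-deficient cells in the reported result and 41.8% with upper-quartile factors. Without a filter on low counts 2859 genes were past the threshold, and with a mean of at least 50 counts 1967. The number changed at least 2-fold was 827 and 341 in these fits, against 515, and the share of variance explained by genotype was 31.3% without a filter, against 52.3%. It was 60.3% over the 500 most variable genes. In the fit without a filter, 8305 of the 24416 tested features had no identifier. Its edgeR adjusted p for Rn7sk, whose fall rested on wild-type replicate 2, was 9.50e-227, against 0.0393 in the reported result. The count and p-values of that fit are therefore not on the same footing as those of the others.

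Deviations of same-numbered libraries from their group means had a correlation of 0.006 across genes and libraries, and these libraries come from different mice. With the replicate block 1390 genes were past the threshold (666 higher, 724 lower), of which 1343 were shared. Genotype explained 68.8% of the variance left after the replicate means were removed. That removal lowers the total variance and leaves the genotype part as it was. This share is therefore not comparable with the share without the block. The replicate block with GC offsets gave 1276 genes (634 higher, 642 lower) and an odds ratio of 2.10 for genes near Ahrr (Fisher's exact test p 0.0162; range over its alternatives 0.0107 to 1). The same 4 gene sets were past the threshold with the block.

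Thinning to the smallest total left 1251 genes (594 higher, 657 lower, 308 at least 2-fold), 1199 of them shared. Ahrr then had a log2 fold change of -0.74 (edgeR adjusted p 0.301). Over 17 alternatives its adjusted p ranged from 2.18e-04 to 0.301, with 14 past the threshold. The low end of that range came from the fit without a filter. The adjusted p of the NF-kB set became 0.0301 and that of alveolar macrophage identity 0.0280. Thinning by a common factor left 1494 genes, 725 of them higher, against 1097, moved the proliferation set to an adjusted p of 0.0517 and reversed the AhR battery set at 0.817. Ahrr gave no value in that fit or with a mean of at least 50 counts, since it was removed by the filter. Ahrr had 8 counts in the shallowest library, of 3556106 counts. Thinning to the smallest total leaves that library unchanged and lowers the reads of the others. The cause of the lost Ahrr call was not tested.

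The set tests depended on the method. With the correlation estimated per set, 0 sets were past the threshold and 0 had an unadjusted p under 0.05, and the interferon, cholesterol synthesis and lipid sets had an adjusted p of 0.426 and proliferation of 0.647. With fry, the lipid set kept its call, the adjusted p of the interferon set was 0.0697, of cholesterol synthesis 0.0767 and of proliferation 0.347, while MHC class II reached 0.00645 and alveolar macrophage identity 0.0347. Camera on the counts gave 0.0308 for MHC class II. Adjusted p over the 20 alternatives ran from 6.85e-08 to 0.426 for the lipid set, past the threshold in 19, from 3.17e-05 to 0.426 for the interferon set, past it in 18, from 1.02e-04 to 0.426 for cholesterol synthesis, past it in 17, and from 3.96e-06 to 0.647 for proliferation, past it in 16. For MHC class II they ran from 0.00645 to 0.426 and for alveolar macrophage identity from 0.0280 to 0.426. Glycolysis and hypoxia reversed in 6 of 20 alternatives, which were fry (0.949), camera on the counts (0.871), no filter (0.906) and 3 of the fits that left out 1 library, and the AhR battery set reversed without a filter (0.960) and with a mean of at least 50 counts (0.954), never past the threshold.

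Across the 6 fits that each left out 1 library, there were from 694 to 3857 genes past the threshold, from 327 to 1889 higher, from 367 to 1968 lower, from 277 to 754 at least 2-fold changed, and from 2 to 6 AhR battery genes. The highest count was that without Ahrr-deficient replicate 1, which kept 2230 of the 2232 genes. The log2 fold change of Ahrr ran from -1.69 to -1.0001, past the threshold in 4 of the 6 fits, and the share of variance from 51.1% to 64.3%. The odds ratio for genes near Ahrr ran from 0.978 to 2.22, past the threshold in 2, and was 0.990 with a window of 20 Mb, on the other side of 1. The number of sets ran from 2 to 5, with adjusted p from 3.96e-06 to 0.0599 for proliferation, from 0.00102 to 0.0862 for cholesterol synthesis, from 0.00130 to 0.823 for oxidative phosphorylation and from 0.273 to 0.802 for glycolysis and hypoxia, which reversed without wild-type replicate 3 and without Ahrr-deficient replicates 2 and 3 in turn.

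Single named genes changed 12 times, each losing its call with its direction kept: Ahrr when thinned to the smallest total and in 2 fits without 1 library, Rn7sk with limma-voom, with GC offsets and in 2 fits without 1 library, Tiparp in 3 and Nov in 1 such fit, and AC114585.2 with the block and GC offsets. A covariate for fetal sex was planned in case the libraries differed in it and was not run, since all 6 expressed the Y-linked genes and Xist stayed at or under 0.684 CPM.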

Other observations

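In this part, all tests except the counts over splits of the libraries and the comparison of genes near Ahrr were chosen after the pattern they address had been seen.

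Grouping by chance was examined with the 10 splits of the 6 libraries into 3 and 3. Of these, 4 part all 3 same-numbered pairs, the real one included, and the other 6 part 1 pair. Among the 4, 1 split, the real one, gave as many genes past the threshold, as many higher, as many lower, as many changed at least 2-fold and as many AhR battery genes. All 9 other splits gave 0 genes past the threshold, with 36 to 864 genes at an unadjusted p under 0.05. The counts by direction, by size and for the AhR battery follow from those 0 calls, and no odds ratio near Ahrr can be computed from them, so the real split was the only 1 to give an odds ratio and this shows nothing about genes near Ahrr. A split of 3 against 3 cannot give a share under 0.1, so chance is not ruled out by this count. For gene sets the picture differed: 2 of the 4 splits, and 5 of all 10, gave at least 4 sets past the threshold. The lipid set had its smallest p, 1.49e-05, in the real split, but it was also past the threshold in 2 splits that mix the genotypes (unadjusted p 0.00170 and 0.00309). For proliferation, 5 of 10 splits gave a p at least as small, for the interferon response 3 and for cholesterol synthesis 3. The calls of proliferation, the interferon response and cholesterol synthesis can therefore not be told apart from differences between libraries that do not follow genotype. For the lipid set the splits do not decide this. Each mixed split still sets 2 libraries of one genotype against 1 and so keeps part of the genotype contrast. For the interferon response and cholesterol synthesis, each mixed split with as small a p placed Ahrr-deficient replicate 1 with 2 wild-type libraries. That library lay between the genotypes, as given below. For these sets the splits thus cannot separate genotype from the place of that library.

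The number of genes past the threshold was set against technical explanations. Unequal depth was tested by thinning all libraries to the smallest total, which gave 1251 genes against 2232, a fall beyond the bound of 1.5 times set before that test. Of the 1251, 1199 were among the 2232. Thinning by one common factor, which keeps the depths unequal at the same summed total, gave 1494 genes, just within that bound, with 1269 among the 2232. Fewer reads thus lowered the count by themselves, and 1199 against 1269 of the original genes is a small difference between single draws. A part due to unequal depth cannot be separated from it, and unequal depth does not account for the genes still called at equal depth. GC content correlated with the log2 fold change, and offsets for it gave 2021 genes. Removing CT010467.1 and Rn7sk gave 2249 genes, and removing 11 genes far higher in wild-type replicate 2 gave 2275.

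Reads of Ahrr remained in the Ahrr-deficient libraries at 47.5% (exact 95% Poisson interval 20.5% to 93.6%, 8 counts), 54.2% (44.4% to 65.5%) and 25.6% (13.2% to 44.7%) of the wild-type mean. A share of wild-type cells in the cultures might produce this. The test asked whether other lowered genes kept as large a share, using in each library the gene with the tightest bound among Apoc1, Tnfrsf9, Ucp3 and Rgs1. Apoc1 had an upper 95% bound of 17.1% and 5.75% in replicates 1 and 2, and Rgs1 of 9.53% in replicate 3, each under the lower bound of Ahrr. Choosing the tightest of 4 genes favours a low bound, and in replicate 1 the bounds lie close. Admixture at the level of the remaining Ahrr reads was not supported in these libraries. Transcription from parts of Ahrr left in the targeted allele is a candidate explanation that counts per gene cannot test.

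Ahrr-deficient replicate 1 lay between the genotypes. For genes called at least 2-fold without the library in question, its median position was 0.511 on a log scale from the wild-type mean at 0 to the Ahrr-deficient mean at 1, over 393 genes. The other Ahrr-deficient libraries were at 1.20 and 1.05 and the wild-type libraries between -0.103 and 0.106. Low depth was tested by thinning all libraries to its total, after which the other Ahrr-deficient libraries lay at 1.16 and 1.03 and it lay at 0.509. A mixture with wild-type cells would place raised and lowered genes at one common linear position. Raised genes lay at a median of 0.320 and genes lowered at least 4-fold at 0.783, a difference of 0.463. All lowered genes lay at 0.663. The same contrast was 0.0336 against 0.309 in wild-type replicate 3, so a smaller difference of the same direction also arose in a wild-type library. In this library Apoc1 had the upper bound of 17.1% of the wild-type mean given above, which is too low for the share of wild-type cells that positions of 0.320 and 0.663 would need. The tests thus go against low depth and against a mixture as the full account, while a smaller share of wild-type cells is not excluded. The position may reflect variation between cultures or mice in how far the state of the other Ahrr-deficient libraries is reached, which no label allows to be tested. Its Ahrr level of 2.25 CPM lay under all 3 wild-type values but rests on 8 counts. The interval, 20.5% to 93.6% of the wild-type mean, lies under that mean but covers counting error only and ends near it. Ahrr alone therefore separates this library from wild-type only weakly.

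In wild-type replicate 2, 11 genes with at least 100 CPM were at least 3 times higher than in any other library and took 9.74% of its counts (95% Wilson interval 9.71% to 9.76%), against 0.0968% to 0.205% elsewhere. They included the ribosomal RNA genes CT010467.1 and n-R5-8s1, the mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2, Rn7sk, and the protein-coding gene Lars2, at 44.7 times the highest other library. Only Rn7sk among the 11 was past the threshold. A candidate explanation is carry-over of RNA without a poly(A) tail. It was tested on 63 other small non-coding RNA genes, whose median log2 ratio to the other wild-type libraries exceeded that of protein-coding genes by 0.78 in this library, against -0.39 and -0.89 in wild-type replicates 1 and 3. The values of replicates 1 and 3 are no independent background, since replicate 2 is part of their reference. The higher value in replicate 2 is what carry-over predicts. The part of the Rn7sk fall that rests on this library can therefore not be told apart from carry-over. Without this library the log2 fold change of Rn7sk was still -1.90. Wild-type replicates 1 and 3 had 9.25 and 7.29 CPM, against 5.06, 2.18 and 1.31 CPM in Ahrr-deficient replicates 1, 2 and 3. Carry-over in replicate 2 does not account for that remainder. The small non-coding RNA genes were compared in the wild-type libraries only. Differences in carry-over between the other libraries were therefore not tested, and the remainder cannot be told apart from them. No biological explanation was tested for a single library.

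Immediate-early genes were among those lowered in Ahrr-deficient cells, such as Fos (log2 fold change -2.48, SE 0.16, edgeR adjusted p 3.08e-04), Dusp1 (-1.50, SE 0.08, 1.44e-04) and Junb (-1.40, SE 0.10, 6.59e-04), each lower in all 3 libraries than in any wild-type library. Egr1 and Jun were not past the threshold. Handling or timing at harvest may change such genes together. A list of 24 other immediate-early genes, of which Ier3 had been seen as a lowered member of the NF-kB set, had a camera p of 0.165 (mean log2 fold change -0.22). Of these, 6 were lower and 3 higher past the threshold, Egr3 among the higher. The list leaves out members already seen to fall, which weighs it against a common fall, so an effect of handling or timing cannot be told apart.

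Several genes of lipid handling, such as Apoc1, Pltp and Abca1, fell while genes of fatty acid synthesis rose. Lower activity of LXR, the nuclear receptor that senses oxysterols, is a candidate explanation. A list of 9 tested LXR targets had a camera p of 0.0045 (adjusted over 4 such lists 0.00901, mean log2 fold change -0.48, 8 of 9 lower), but 5 listed genes belong to the lipid set already found lower, so this list could hardly come out otherwise. The 4 tested targets outside that set had a camera p of 0.036 (mean log2 fold change -0.33, 4 of 4 lower, 2 past the threshold), and their values had been seen before this test was chosen. Over 10 alternatives the p of the list of 9 ran from 0.00307 to 0.0180, and 1 of 10 splits of the libraries, the real one, gave a p as small, the lowest share that 10 splits allow. Against it, the efflux gene Abcg1, also a target, rose (log2 fold change 0.37, edgeR adjusted p 0.0497) and Apoe was not past the threshold (edgeR adjusted p 0.410). Scd1 (log2 fold change 1.71) and Fasn (0.77), which LXR can induce, also rose. Ch25h, whose product is the oxysterol 25-hydroxycholesterol, rose at the same time, which a lack of ligand would not predict in a simple way. A rise of SREBP2 activity alone would raise sterol genes without fatty acid genes. The 6 fatty acid synthesis genes gave a camera p of 6.19e-04 (mean log2 fold change 1.07, 6 of 6 higher), but Elovl6, Scd1 and Acaca had already been seen as the largest rises of the cholesterol set. The 25 sterol genes gave 0.0992, with 0.0226 to 0.289 over 10 alternatives, so SREBP2 activity is left open. In 2 of 10 splits the fatty acid genes gave a p as small. Lower LXR activity is a hypothesis resting on few genes, with other targets against it.

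Flanking sequence of another strain around Ahrr would raise the share of changed genes near it. The share did not differ from that of other genes (Fisher's exact test p 0.388), but 3 of its 21 alternatives passed the threshold with an excess near Ahrr. These were 2 fits that left out 1 library and the replicate block with GC offsets (odds ratio 2.10, Fisher's exact test p 0.0162), and the block alone gave 1.75 (p 0.0547). An excess near Ahrr is therefore not excluded.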
